A study of Mus musculus with 7 samples. Its data were reported in "Interleukin-4 receptor signaling modulates neuronal network activity" (2022).

How the data were processed

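RNA was extracted from neurons isolated from whole mouse brain by magnetic depletion with antibodies to microglia, oligodendrocytes and astrocytes, and poly(A) libraries were made and sequenced as paired reads. Per the labels, 3 libraries came from il4ra fl/fl mice that carry Syn cre (cre+) and 4 from il4ra fl/fl mice without it (cre-). The replicate numbers are those of the labels. The study gives littermate mice as the replicates of this experiment, so p-values of single genes measure the spread between animals. The column headers carry codes whose letters are not shared between genotypes. What the codes mean is not given in the sources used here, and a batch they might mark could not be told apart from the genotype.

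Per the study's methods and the submitters' processing notes, the authors trimmed the reads with fastp, checked them with FastQC, aligned them with STAR to GRCm39, removed low-quality alignments with SAMtools, counted genes with StringTie and tested them with DESeq2. Tool versions, the annotation release and the use of strand in counting are not given in the sources used here. The deposited raw values are whole-number counts per gene, 46382 rows in each file, with totals of 68213223 to 94376841 per library. The authors also deposited a normalized signal per gene, which is the raw count divided by a single factor per library. These factors ran from 0.916 to 1.108, and the ratio of the files was constant over genes to a relative spread of 9.8e-15. The tests used the raw counts. Of the symbols, 46 were listed more than once with identical counts, and the 49 repeats were dropped, leaving 46333 genes, of which 10827 had no Ensembl identifier. Of the 35506 identifiers, 99.4% were found in the GENCODE M39 annotation of the same build. Without a stated strand setting, a gene and an overlapping antisense gene cannot be told apart, and members of near-identical families may share reads.

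Counts were tested with the quasi-likelihood F-test of edgeR 4.0.16 in R (genotype as the single term, TMM factors, genes kept by filterByExpr, robust estimation), with Benjamini-Hochberg adjustment over 21542 genes and a threshold of 0.05. All log2 fold changes are cre+ minus cre-, and errors are standard errors (SE) unless marked SD. CPM are counts scaled to library size with TMM factors, as edgeR's cpm function gives them. DESeq2 1.42.0, the test the study used, was run on 29539 genes with at least 1 count, and its independent filter was set to the threshold of 0.05. That setting, which gave 1990 calls, was chosen after the default of 0.1 had been seen to give 1972. Gene lists were tested with camera in limma 3.58.1 with a preset correlation between genes of 0.01 and adjusted over 33 lists. The same lists were tested with a correlation estimated for each list, with fry, and with an exact two-sided permutation test of the list mean of log2 CPM (prior count 2) over the 35 splits of 7 libraries into 3 and 4. The smallest p such a test can give is 0.0286. Shares of DESeq2 calls inside a list were set against the other tested genes with Fisher's exact test, adjusted over the lists. This test takes the genes of a list as independent, so its p-values do not measure the spread between animals.

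The lists covered genes the study named as lower, 6 groups of synapse and channel genes, interleukin-4 receptor, PKC and MAPK/ERK signaling, immediate early genes, axon guidance, extracellular matrix and integrins, neuron classes, 10 classes of non-neuronal cells, proliferation, ribosomal proteins, mitochondrially encoded genes, stress genes and sex-linked genes. Those on synapse, axon, adhesion, PKC and MAPK/ERK genes cover themes the study reported as changed in these samples, so their tests are not blind. The lists were fixed before the data were examined, as were the design, the main alternatives and the rule for named genes. Lists of non-synaptic neuronal genes and of nuclear noncoding RNAs, used for other observations, were added later. That rule took Il4ra, the 8 largest changes in each direction among called genes with no overlap between genotypes and a mean CPM of at least 1 (predicted genes left out), the 5 smallest p-values in each direction, up to 4 members with the smallest p of each list described, Ntn1, and the sex-linked genes as a list. As edgeR called no gene, the part of the rule on called genes was applied to DESeq2 calls, a choice made after the data were seen. Genes outside the rule are marked where they appear.

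The test was checked on counts simulated from the means, dispersions and depths of these 7 libraries over 21542 genes, with 200 genes changed. For a 2-fold change edgeR called 49.5% of the changed genes and 12 unchanged ones, and DESeq2 called 61.5% and 66. For a 4-fold change edgeR called 81.5% and DESeq2 91.5%. With no gene changed, edgeR called 0 genes and DESeq2 37. In a simulation of 200 unmoved lists, camera gave 4 a p below the threshold. Simulated genes vary independently, so this does not test camera on genes that vary together.

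Alternatives were DESeq2, limma-voom, other scalings, other filters on low counts, leaving out each library, replicate number as a block, marker levels as covariates, non-robust estimation, other thresholds and other list tests. Per-transcript alternatives were not run because the files hold genes.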

Results

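The series measured gene expression by RNA sequencing in neurons isolated from the brains of il4ra fl/fl.Syn cre mice. Syn cre is a Cre recombinase expressed from the synapsin 1 promoter, which is active in neurons, and fl/fl marks a gene flanked by the sites that Cre recombines. Il4ra encodes the alpha chain of the receptor for interleukin-4, a cytokine of type 2 immunity. The comparison asks how loss of this receptor in neurons relates to their transcripts. There were 3 cre+ and 4 cre- libraries, with totals of 94376841, 75707411 and 78125803 counts in cre+ replicates 1 to 3 and 89951002, 78455035, 68213223 and 77594895 in cre- replicates 1 to 4.

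Il4ra (ENSMUSG00000030748, chromosome 7, 125151292 to 125178646, plus strand, GRCm39) was detected in every library. Its level was 29.5, 28.7 and 24.4 CPM in the cre+ libraries and 20.03, 23.2, 29.6 and 22.4 CPM in the cre- libraries. The means were 27.5 ± 2.70 CPM (SD, n = 3) and 23.8 ± 4.08 CPM (SD, n = 4). The log2 fold change was 0.21 ± 0.15 with an adjusted p of 0.487 in edgeR, and an exact two-sided permutation test gave p = 0.2. The deletion is stated to remove exons 7 to 9. In the reference transcript these exons span 125170606 to 125173888 and hold 336 of 5297 bases, or 6.3%, if the study numbered exons as the reference does. A count over the whole gene is therefore almost blind to the deletion, and it does not check the genotype labels.

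**Figure D1:**
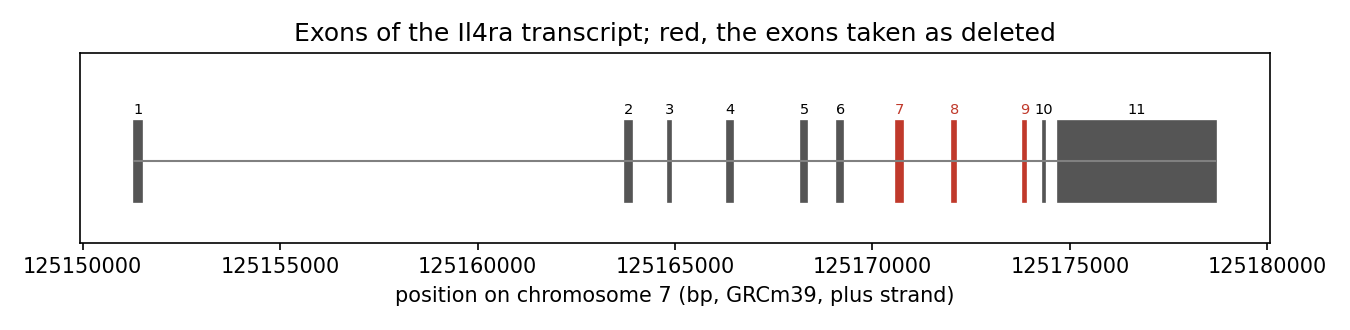
Exons of the reference Il4ra transcript along chromosome 7 (horizontal axis, position in bp, GRCm39), drawn to scale and numbered 1 to 11. Exons 7 to 9, taken as deleted, are red and hold 336 of 5297 bases, while the last exon holds 3992.

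The 5 genes with the smallest p for a higher level in cre+ libraries were Dock5, Lama4, Nid2, Itpripl2 and Il13ra1. Lama4, a laminin chain, was at 96.8 ± 7.28 CPM (SD, n = 3) against 53.8 ± 4.20 CPM (SD, n = 4), and Nid2, a nidogen, had a log2 fold change of 0.86 ± 0.11. Dock5, an exchange factor for Rac, had 0.95 ± 0.11, and Itpripl2 had 0.89 ± 0.12. Il13ra1, which pairs with the interleukin-4 receptor alpha chain to form the type II receptor, was at 30.5 ± 2.76 CPM (SD, n = 3) against 16.6 ± 1.19 CPM (SD, n = 4), a log2 fold change of 0.87 ± 0.12. On the lower side stood Igfbpl1, a gene of immature neurons, at 131.6 ± 3.17 CPM (SD, n = 3) against 213.3 ± 4.47 CPM (SD, n = 4), with Mapk11 (p38 beta), Rcor2 (a corepressor), L3mbtl1 and the predicted gene Gm52407. Ntn1, the guidance molecule netrin 1, had a log2 fold change of 0.71 ± 0.15. Each of these 11 genes had an adjusted p of 0.0939 in edgeR, and each was called by DESeq2, with adjusted p from 5.58e-16 for Igfbpl1 to 0.00272 for Ntn1.

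In edgeR 0 of 21542 genes passed an adjusted p of 0.05, and the lowest was 0.0939. At an unadjusted p under 0.05 edgeR gave 4305 genes, 2205 higher and 2100 lower, where 1077 would be met by chance. limma-voom also called 0 genes. DESeq2 called 1990 genes, 1095 higher and 895 lower in cre+ libraries, and all 1990 had an unadjusted p under 0.05 in edgeR. Of all tested genes 4018 (18.7%) did not overlap between genotypes, where chance gives 5.7%. With the default filter DESeq2 called 1972. The DESeq2 count was 1103 without cre+ replicate 1, 1265 without cre+ replicate 2, 755 without cre- replicate 2 and 919 without cre- replicate 3. It was 61 with the level of endothelial and mural markers as a covariate, which itself differed between genotypes. More genes were lower than higher when counts were scaled by library totals (524 higher, 1775 lower), with non-neuronal markers as a covariate (897 higher, 1464 lower), with replicate number as a block (760 higher, 770 lower) and without cre+ replicate 3 (940 higher, 1318 lower).

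Among the largest DESeq2 changes without overlap between genotypes, Capn11, a calpain, had 0 counts in every cre+ library against 16, 79, 234 and 236 in the cre- libraries, which is at least 47.7-fold lower against a floor of 3 counts per library. Ryr1, a calcium release channel, was at 6.65 ± 2.52 CPM (SD, n = 3) against 31.3 ± 16.8 CPM (SD, n = 4), and Rtn4rl2, a Nogo receptor homolog, had a log2 fold change of -2.01 ± 0.45 in edgeR. The others lower were Rnf39, Ptprv, Gcnt4, Lct and Thpo. On the higher side were Abcc9, a potassium channel subunit of pericytes, with 1.91 ± 0.29, Atp13a5 with 1.68 ± 0.30, Pla1a, Myoc, Deup1 and the mitochondrial transfer RNAs TrnC, TrnY and TrnN. None passed in edgeR, where the adjusted p of these genes ran from 0.0939 to 0.194.

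**Figure D2:**
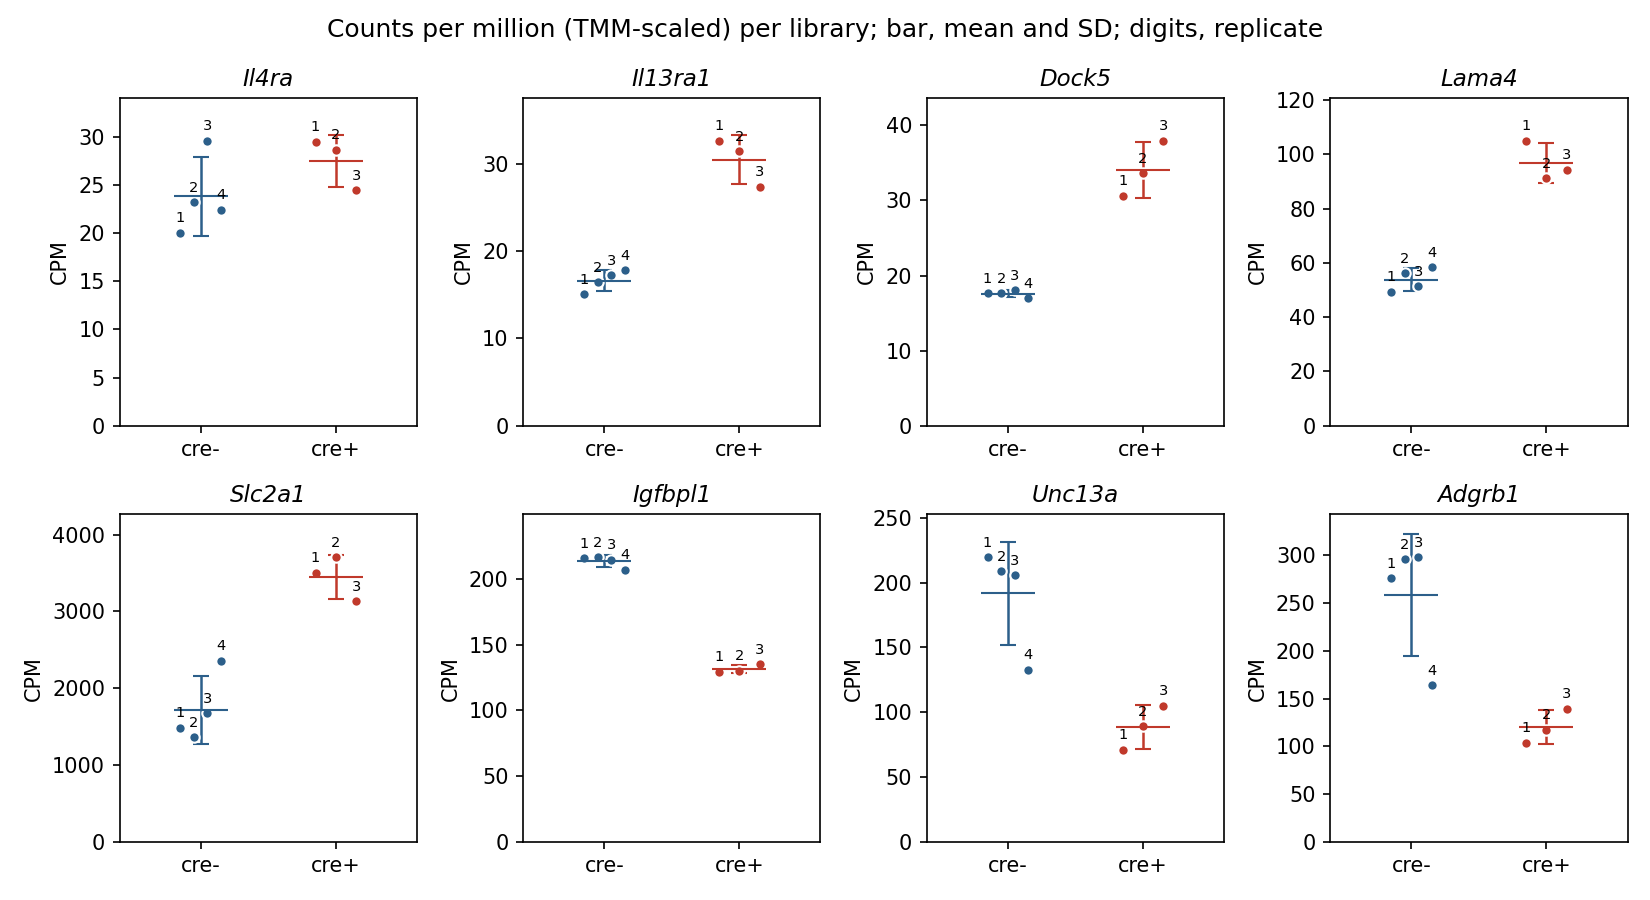
CPM (vertical axes, from 0) of 8 genes in the cre- and cre+ libraries (horizontal axes), where points are libraries, digits are replicate numbers, and bars are the mean and SD. The genotypes overlap for Il4ra and do not overlap for the other genes plotted, and cre- replicate 4 lies nearest the cre+ libraries for Slc2a1, Unc13a and Adgrb1.

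Genes of the synapse stood lower in the cre+ libraries as groups. In the postsynaptic density list DESeq2 called 21 of 51 genes lower and 0 higher, among them Adgrb1, an adhesion receptor of the synapse (log2 fold change -1.11 ± 0.22). Of 38 glutamate receptor genes 11 were called lower, including Cacng8 (-1.40 ± 0.29) and Grik5 (-0.74 ± 0.16), and of 23 GABA receptor genes 8, including Gabbr1 (-0.52 ± 0.13) and Shisa7 (-1.32 ± 0.33). Of 67 genes of vesicle release 12 were called lower, with Doc2a (-1.56 ± 0.25) and Unc13a (-1.11 ± 0.20), which primes vesicles, at the top, and 2 were called higher, Sypl (0.59 ± 0.15) and Unc13c (0.80 ± 0.22), the latter named after its values were seen. The active zone list had 13 of 35 called lower, with Cacna1a (-0.85 ± 0.16) and Cacnb3 (-0.72 ± 0.15), and the voltage-gated channels 17 of 50, with Kcnc1 (-0.72 ± 0.14) and Scn3a (-0.60 ± 0.13). In edgeR no member passed over all genes; adjusted over the list alone, the counts lower were 25, 8, 7, 2, 13 and 14 in the order given. In camera the 6 lists had adjusted p from 3.73e-16 to 8.22e-07. None of these calls held with an estimated correlation, where the adjusted p ran from 0.282 to 0.372, or in fry. By Fisher's exact test the share of DESeq2 calls lower was above that of other genes in each of the 6 lists (adjusted p from 1.01e-12 to 0.000913). That test takes genes as independent, while the estimated correlation between genes was 0.50 to 0.69 in these lists.

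The list of 24 synaptic genes that the study named as lower had negative fold changes throughout, with a mean of -0.98 ± 0.26 (SD over genes), and all 24 passed in DESeq2 and adjusted over the list alone. It leaves out Unc13c, which the study also names and which was higher here. That list was chosen by the study on these samples, so neither count is independent evidence of its direction. Of the 6 synapse lists, vesicle release holds 6 of those genes, glutamate receptors 6, GABA receptors 4, postsynaptic density 3, active zone 1 and voltage-gated channels 0. Without them these lists had camera adjusted p from 3.73e-16 to 7.61e-05 with the preset correlation. An estimated correlation, with which the full lists had adjusted p from 0.282 to 0.372, was not run on the reduced lists. At the library level, the mean of the named genes relative to the cre- mean was -1.59, -0.79 and -0.63 in cre+ replicates 1 to 3, and 0.35, 0.15, 0.04 and -0.54 in cre- replicates 1 to 4. In the same libraries endothelial markers stood at 0.99, 0.39 and 0.46 in cre+ and at -0.12, -0.15, -0.07 and 0.35 in cre-, so cre+ replicate 1 was lowest in the former and highest in the latter.

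Markers of several neuron classes were lower alongside the synapse genes. Of 19 genes of immature neurons DESeq2 called 9 lower, with the transcription factors Sp8 (-0.60 ± 0.09) and Sp9 (-0.60 ± 0.13), and all 19 fold changes were negative. Of 18 excitatory forebrain genes 6 were called lower, including Bcl11b (-0.76 ± 0.21), of 19 inhibitory neuron genes 4, including Dlx6 (-0.88 ± 0.20), and of 16 striatal genes 2, Meis2 (-0.49 ± 0.12) and Rgs9 (-1.23 ± 0.46). The camera adjusted p was 3.03e-10, 2.08e-07, 1.45e-05 and 0.00113, and with an estimated correlation the adjusted p was 0.265, 0.315, 0.282 and 0.437. By Fisher's exact test the share of calls lower passed for immature (adjusted p = 1.58e-06) and excitatory genes (0.000919) but not for inhibitory (0.0537) and striatal ones (0.478). With endothelial and mural markers as a covariate the excitatory value in camera was 0.0986, and the striatal list turned to higher (0.00593), as did Rgs9 (0.70). The 16 cerebellar granule genes did not pass in camera, with an adjusted p of 0.445. Proliferation genes had 0 of 20 called by DESeq2 and a camera adjusted p of 0.003, which was 0.151 without cre+ replicate 1, and an adjusted p of 0.458 with an estimated correlation.

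Genes of matrix and adhesion stood higher in the cre+ libraries. DESeq2 called 19 of 46 matrix and integrin genes higher and 1 lower, and adjusted over the list alone edgeR gave 21 higher and 1 lower. The camera adjusted p was 3.47e-15, the adjusted p was 0.157 with an estimated correlation, and fry gave 0.0173. The share of calls higher passed Fisher's exact test (adjusted p = 3.21e-10). Of the 46 genes 4 are also in other lists, as collagens of the fibroblast list and Vtn of the mural list. Endothelial, mural and meningeal fibroblast markers, described below, were higher too, with mean log2 fold changes of 0.63, 0.59 and 0.88. With the vascular covariate the camera adjusted p of the matrix list was 0.000264. In axon guidance the members went both ways, with 5 of 56 called higher, such as Nrp1 (0.70 ± 0.14), and 12 lower, such as Sema4a (-0.81 ± 0.16). Its camera adjusted p of 0.0185 became 0.35 without cre+ replicate 1, 0.0718 without cre+ replicate 2 and 0.156 without cre- replicate 1, and was 0.512 with an estimated correlation. It was 0.122 with the vascular covariate and 0.263 in fry, while the share of calls lower passed Fisher's exact test (adjusted p = 0.000166).

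Of 40 MAPK/ERK genes DESeq2 called 8 higher and 0 lower, with Dusp3 (0.58 ± 0.13), a phosphatase, and Sos2 (0.40 ± 0.10), while the mean fold change was 0.09. Its camera adjusted p was 0.00673, the adjusted p was 0.26 with an estimated correlation, and fry gave 0.0394. With the vascular covariate it was 0.444, and Fisher's exact test for calls higher gave 0.0183. In the interleukin-4 receptor pathway 3 of 28 were called higher, Il13ra1, Shc1 (0.47 ± 0.11) and Stat3, and 1 lower, with a camera adjusted p of 0.00987 and an adjusted p of 0.26 with an estimated correlation. It was 0.0543 scaled by library totals, 0.151 with the non-neuronal covariate, 0.188 with the vascular covariate and 0.0673 in fry, and Fisher's exact test for calls higher gave 0.712. The PKC family had 1 of 19 called higher, Prkch (0.60 ± 0.13), and 2 lower, including Marcksl1 (-0.51 ± 0.13), and did not pass in camera (adjusted p = 0.111), though it did when scaled by library totals (0.038) and with the non-neuronal covariate (0.0242). Of 26 immediate early genes 7 were called higher and 2 lower, the former led by Klf4 (1.07 ± 0.23) and Klf2 (0.88 ± 0.25), which are also expressed in endothelium. Its camera adjusted p was 0.0221 and the adjusted p was 0.506 with an estimated correlation. Fisher's exact test for calls higher gave 0.00539. In camera it was 0.0711 in limma-voom, 0.066 over genes with a mean CPM of at least 1 and 0.0914 without cre- replicate 1, and without cre+ replicate 3 the direction turned, with 0.819.

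Markers of blood vessels were abundant in all libraries, with a mean log2 CPM of the endothelial list from 8.96 to 10.09, and vessel cells are not among the named targets of the depletion. The other non-neuronal lists had lower levels. The 32 non-synaptic neuronal genes, a list added later, had 6.11 to 7.64, below the endothelial list in every library. Lists of different genes do not give shares of cells. Of 26 endothelial markers DESeq2 called 17 higher in the cre+ libraries and 0 lower, led by the glucose transporter Slc2a1 and Abcb1a (0.85 ± 0.18). Slc2a1 was at 3448 ± 291.5 CPM (SD, n = 3) in cre+ and 1721 ± 443.3 CPM (SD, n = 4) in cre- libraries. Mural cell markers had 7 of 19 called higher, with Rgs5 (0.91 ± 0.13) and Vtn (1.26 ± 0.17), meningeal fibroblast markers 7 of 19, with Bgn (1.05 ± 0.20), and astrocyte markers 6 of 20, with Glul (0.66 ± 0.12). Oligodendrocyte markers had 2 of 20, with Mobp (1.38 ± 0.26), and ependymal markers 3 of 14, with Rsph1 (0.99 ± 0.27). The camera adjusted p of these 6 lists ran from 3.28e-17 to 0.000982, and with an estimated correlation the adjusted p ran from 0.26 to 0.458. By Fisher's exact test the share of calls higher passed for endothelial, mural, fibroblast and astrocyte markers (adjusted p from 5.67e-13 to 0.00721), but not for oligodendrocyte (0.712) and ependymal ones (0.171). The oligodendrocyte value in camera was 0.0621 without cre+ replicate 2, and with the non-neuronal covariate that list turned to lower (0.00768). Adjusted over the list alone, edgeR gave 20 endothelial, 7 mural, 9 fibroblast, 6 astrocyte, 1 oligodendrocyte and 0 ependymal markers higher. The choroid plexus and microglia lists had 0 called and camera adjusted p of 4.43e-06 and 0.00221, and with an estimated correlation the adjusted p was 0.365 and 0.458. The microglia value was 0.0764 without cre- replicate 1 and 0.0853 with DESeq2 statistics. Oligodendrocyte precursor markers had 1 of 15 called in each direction and did not pass (camera adjusted p = 0.962, direction lower, while the mean fold change was 0.02), though they did with the non-neuronal covariate (0.0101). Blood cell markers had 1 of 21 called lower, Cd8a (-0.79 ± 0.22), with a camera adjusted p of 0.0432 and an adjusted p of 0.458 with an estimated correlation. That value was 0.58 without cre+ replicate 3, 0.228 without cre- replicate 1, 0.103 without cre- replicate 4, 0.129 with library totals, 0.0569 with upper-quartile factors and 0.0562 in limma-voom.

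Per library, the mean log2 CPM of the endothelial list was 9.72 ± 0.33 (SD, n = 3) in cre+ and 9.11 ± 0.23 (SD, n = 4) in cre- libraries, with no overlap. Over the 10 non-neuronal lists the exact permutation p was lowest for meningeal fibroblasts at 0.0286, the smallest it can be. No list passed after adjustment, where the lowest value was 0.286. A list could pass only if several of the 10 were at that smallest p, so this decides little. Over all non-neuronal markers the cre+ libraries were higher by 0.52 on the log2 scale (exact permutation p = 0.0857). That p was 0.0286 with RLE size factors, with the authors' normalization, with the median over markers and over markers with a mean CPM of at least 1. With all tested genes filtered at that mean CPM it was 0.0571. It stayed at 0.0857 with library totals and with upper-quartile factors. When 1 library was left out, which leaves fewer splits, it ran from 0.0667 to 0.2.

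**Figure D3:**
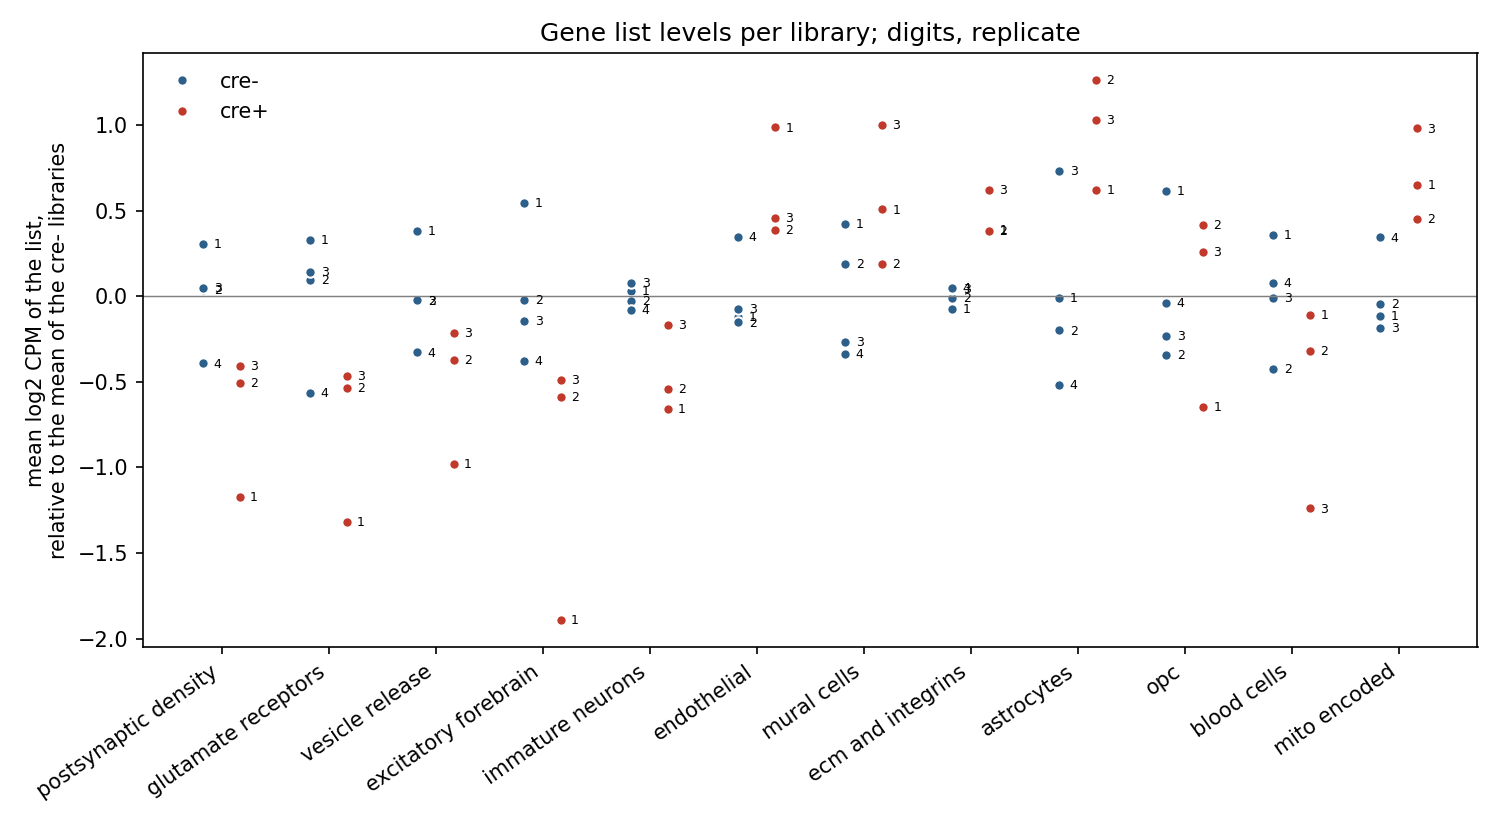
Mean log2 CPM of 12 gene lists (horizontal axis) in each library, relative to the mean of the cre- libraries (vertical axis, log2 units), where points are libraries and digits are replicate numbers. In the synapse lists plotted cre+ replicate 1 is the lowest and cre- replicate 4 lies beside cre+ replicates 2 and 3, while the endothelial values of the cre+ libraries are 0.99, 0.39 and 0.46.

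Of the lists on RNA and library quality, the 13 mitochondrially encoded genes stood higher, with 7 called by DESeq2, including ND6 (0.80 ± 0.17) and ND5 (0.76 ± 0.20), and a camera adjusted p of 3.48e-09, which became an adjusted p of 0.26 with an estimated correlation. Ribosomal protein genes had 1 of 44 called higher, with a camera adjusted p of 1.33e-05, and stress genes 1 of 20, Hspa5 (0.46 ± 0.15), with 0.0132. With an estimated correlation the adjusted p was 0.458 and 0.438. The stress value was 0.0719 without cre+ replicate 3 and 0.0795 without cre- replicate 2. Haemoglobin transcripts made up 3.28%, 1.66% and 0.63% of counts in cre+ replicates 1 to 3 and 5.56%, 1.44%, 1.8% and 1.6% in cre- replicates 1 to 4. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had 0 counts in every library and Xist was present in each. The sex-linked list, with 2 tested genes, did not pass in camera (adjusted p = 0.214).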

Values the study reported

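The study reported 1,994 genes that differed in expression between cre+ and cre- neurons. Of these, 1,096 were described as upregulated and 898 as downregulated. Flow cytometry of the neuronal isolates, with stains for microglia, oligodendrocytes, astrocytes, endothelial and immune cells, gave a neuronal purity of 90–96%.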

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

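In 132 measures (list levels, named genes and library measures) the 4 cre- libraries were searched for a library far from the others, by the ratio of its gap to the group's range, and 9 measures were found, where chance gives about 6.6. The group of 3 cre+ libraries was too small for this search. In 8 of the 9 the library was cre- replicate 4.

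For the endothelial list cre- replicate 4 had a mean log2 CPM of 9.45 against 8.99, 8.96 and 9.04 in replicates 1 to 3 (ratio 0.84). For the meningeal fibroblast list it had 4.02 against 4.32, 4.29 and 4.30 (ratio 0.919). It was lower in the synaptic genes Unc13a (7.05, ratio 0.868), Adgrb1 (7.36, ratio 0.872) and Shisa7 (4.89, ratio 0.852), and in Mrc1 (0.79, ratio 0.936), and higher in Mobp (6.17, ratio 0.943) and Sypl (7.06, ratio 0.88). The haemoglobin share was 5.56% in cre- replicate 1 against 1.44%, 1.8% and 1.6% in the others (ratio 0.913).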

How the results depend on the processing

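Several settings were chosen after seeing the data: the DESeq2 counts as a result of their own with all their settings, its filter at 0.05 in place of 0.1 (after 1972 genes had been seen at 0.1), the exact permutation of list means, and the alternatives for 7 genes named late (Stat3, Sypl, Unc13c, Bsg, Pltp, Flt1 and Cldn5). With the stricter fold threshold the edgeR count could only be 0, as that threshold selects among genes already called. The edgeR count of 0 genes was 0 under limma-voom, each scaling, each filter, the replicate block, the vascular covariate and non-robust estimation. It was 1990 in DESeq2 (1095 higher, 895 lower), 51 with non-neuronal markers as a covariate (7 higher, 44 lower), 710 at an adjusted p under 0.1 (426 higher, 284 lower) and 4305 at an unadjusted p under 0.05 (2205 higher, 2100 lower). Leaving out 1 library gave 0 to 5 genes, 0 to 3 higher and 0 to 2 lower, the highest without cre+ replicate 1. Of the 12 genes named by p or in advance, 0 passed in edgeR, 11 in DESeq2 and 2 with the non-neuronal covariate. The Il4ra value stayed between 0.09 and 0.55 and never passed.

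The DESeq2 count of 1990 ran from 755 to 2258 when 1 library was left out (407 to 1163 higher, 348 to 1318 lower). It was 1103 (591 higher, 512 lower) without cre+ replicate 1, 1265 (645 higher) without cre+ replicate 2, 755 (407 higher, 348 lower) without cre- replicate 2 and 919 (545 higher, 374 lower) without cre- replicate 3. With endothelial and mural markers as a covariate it was 61 (27 higher, 34 lower), of which 11 were among the 1990, and with all non-neuronal markers 2361, 1464 of them lower and 912 shared. These covariates differ between genotypes, so they remove part of the contrast too. Library totals gave 524 higher and 1775 lower, so the share higher was 22.8% against 55.0%; this scaling moves the median of all genes by -0.12. The cause was not tested.

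Replicate numbers do not pair the libraries: the correlations of same-number deviations were -0.09, 0.01 and 0.19. With replicate number as a block, over replicates 1 to 3 of both genotypes, edgeR called 0 genes (0 higher, 0 lower), Il4ra had 0.19, and DESeq2 called 1530 (760 higher, 770 lower). The block changed no list call.

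Of 33 lists camera called 29. It called 18 with the vascular covariate and 0 with an estimated correlation, while fry called 2 for direction and 16 mixed, and the exact permutation 0. Adjusted over 33 lists, that permutation could pass a list only if many were at its smallest p of 0.0286. Only 4 were, so its 0 calls cannot decide whether a list lost its call. With the vascular covariate the adjusted p was 0.362 for GABA receptors, 0.444 for MAPK/ERK and 0.122 for axon guidance. With an estimated correlation it was 0.372 for vesicle release, 0.282 for glutamate receptors, 0.365 for GABA receptors, 0.282 for postsynaptic density, 0.26 for MAPK/ERK, 0.512 for axon guidance and 0.157 for matrix. With fry it was 0.154, 0.0922, 0.153 and 0.0898 for the first 4 of these and 0.263 for axon guidance, and with the permutation 0.177, 0.189, 0.189, 0.171, 0.171, 0.293 and 0.171 for all 7. Other calls that ended with the vascular covariate were proliferation (0.203), endothelial (0.238), mural (0.893), blood (0.0529), mitochondrially encoded (0.134) and stress genes (0.168). Those of the interleukin-4 receptor pathway (0.188) and excitatory forebrain genes (0.0986) ended too. With the non-neuronal covariate, calls that ended without turning were the interleukin-4 receptor pathway (0.151), astrocyte (0.594), fibroblast (0.11) and choroid plexus lists (0.102). The blood (0.606), ribosomal (0.121) and stress lists (0.9) did so as well. Where a list is part of its covariate this follows by construction. Axon guidance ran from 0.000395 to 0.35 when 1 library was left out. The difference in non-neuronal level, 0.52, ran from 0.41 to 0.65 when 1 library was left out. Its exact permutation p of 0.0857 became 0.0286 with RLE size factors (0.52), the authors' normalization (0.52), medians (0.71) and markers with a mean CPM of at least 1 (0.55). With all tested genes filtered at that mean CPM it was 0.0571 (0.54). It stayed at 0.0857 with library totals (0.4) and upper-quartile factors (0.5), and ran from 0.0667 to 0.2 when 1 library was left out.

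Directions turned in a few cases. With the vascular covariate Rgs9 was 0.70, Cspg4 -0.11, Mrc1 -0.40, Hspb1 -0.23, Bsg -0.12, Pltp -0.01 and Cldn5 -0.71, and the striatal and precursor lists turned (adjusted p 0.00593 and 0.238). Cldn5 was -0.12 without cre+ replicate 1, with a range of -0.12 to 0.61. With the non-neuronal covariate the immediate early (0.204), cerebellar granule (0.737), oligodendrocyte (0.00768), microglia (0.706) and ependymal (1) lists turned. The immediate early list turned without cre+ replicate 3 (0.819; range over left-out libraries 9.29e-05 to 0.819) and the cerebellar list without cre+ replicate 2 (0.837; range 0.0586 to 0.837). The precursor list turned with library totals (0.882), without cre+ replicate 1 (0.0972), without cre- replicate 1 (0.189; range 0.0972 to 0.853) and in the permutation (1). The cause was not tested. Each library held at least 68213223 counts; depth was not varied, so what it limits was not tested.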

Other observations

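Long noncoding RNAs called by DESeq2 were nearly all lower in the cre+ libraries, 66 lower against 3 higher, while protein-coding calls were 763 lower and 1063 higher. Genes of the neuronal cell body and axon that are not synaptic, a list of 32 written after the design was fixed, had a mean log2 fold change of -0.61 ± 0.06 (SE over genes), with 31 of 32 negative. Between libraries the list differed by -0.65 (exact permutation p = 0.0857). The genotypes overlapped, with cre+ replicate 3 at a mean log2 CPM of 7.05 and cre- replicate 4 at 6.99.

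Tests chosen only after the result was seen were those of cre+ replicate 1, of both vascular explanations and of the splits for DESeq2 calls. The number of genes edgeR called here was 0. That is lower than the value quoted from the study above, whose text gives no threshold. DESeq2 gave 1990, or 1972 with its default filter; the filter used was set after 1972 had been seen.

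Other splits of the 7 libraries into 3 and 4 were tried for 3 counts. For genes at an unadjusted p under 0.05 in edgeR, 1 of 35 splits, the real one, gave as many (4305, the highest other 3670). For genes called by DESeq2 it was also 1 of 35 (1990, the highest other 1707), and for lists called by camera 1 of 35 (29, the highest other 27). The real split thus gave the highest value of each count, the most extreme result 35 splits allow (permutation p = 0.0286). A chance split is made less likely by this but is not excluded. The 3 counts come from the same 7 libraries, so they are not separate tests, and they say nothing about any single gene. The split with 1707 genes sets cre- replicates 1 to 3 against the cre+ libraries and cre- replicate 4. Over the other splits camera called a median of 19 lists, so a camera call with the preset correlation carries little weight here.

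Synapse lists were lower in the cre+ libraries, by a log2 difference of -0.67 over 262 genes. A trend on GC content and transcript length does not account for it: the trend (R squared 1.5%, from -0.35 to 0.10 between percentiles 1 and 99 of genes) left synapse genes at -0.56 ± 0.03 (SE over genes) relative to other genes, against -0.55 before, a shrinkage of -2.2%. Nor does cre+ replicate 1 alone, since their own mean fold change was -0.45 without it, against -0.64 with it, and both other cre+ libraries lay below the cre- mean, though cre+ replicate 3 overlapped cre- replicate 4. A lower share of neurons in the cre+ libraries is a candidate explanation, since synapse genes followed the other neuronal genes. Synapse genes relative to non-synaptic neuronal genes differed by -0.02 between genotypes (exact permutation p = 0.886). The neuronal purity quoted from the study above was high. Yet the mean level of the endothelial list lay above that of the non-synaptic neuronal list in every library. Levels of different genes do not give shares of cells, so the purity was not tested. An effect of the genotype on neuronal transcripts in general stays open too, as does a batch, should the codes in the column headers mark one.

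Endothelial and mural markers were higher in the cre+ libraries: 95.6% of 45 had a fold change above 0, which restates the pattern and cannot support an explanation of it. The most abundant, Bsg, Slc2a1, Pltp, Flt1 and Cldn5, had means of 5800, 3450, 3350, 2790 and 2420 CPM in cre+ and 3880, 1720, 2230, 1650 and 1850 CPM in cre- libraries (Bsg, Pltp, Flt1 and Cldn5 were named after their values were seen, and Cldn5 was -0.12 without cre+ replicate 1). Vascular cells are not among the named targets of the magnetic depletion, but endothelial cells were stained for in the purity quoted above. A larger share of vascular cells cannot be told apart from a change of vessels in cre+ mice, since that purity is not given per genotype. A lower share of neurons raising every other cell type alike cannot be told apart either: by errors over genes 1 list, blood cells, was below 0 (-0.55 ± 0.16) and precursors stayed near 0 (0.02 ± 0.08) beside endothelial markers (0.63 ± 0.03). Between libraries that blood list gave an exact permutation p of 0.171, and vascular minus oligodendrocyte and precursor markers had a log2 difference of 0.32 between genotypes with overlapping libraries.

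The lower long noncoding RNAs may reflect less nuclear RNA: 9 nuclear noncoding RNAs that most cells make had a mean fold change of -0.38 ± 0.15 (SE over genes), with 1 of 9 above 0. Whether they follow the share of neurons cannot be told apart from the genotype, as the slope within genotype on the non-synaptic neuronal list was 0.16 in both together, 0.28 in cre+ and -0.10 in cre- libraries, and ran from 0.00 without cre+ replicate 1 to 0.32 without cre- replicate 1. An effect of the genotype stays open.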
